A study of Mus musculus with 22 samples. Its data were reported in "CTCF and transcription influence chromatin structure re-configuration after mitosis" (2021).

How the data were processed

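RNA polymerase II (PolII) ChIP-seq was carried out in G1E-ER4 cells, a mouse erythroid precursor line without active GATA1 in which both copies of CTCF carry an auxin-inducible degron. Cells were arrested in prometaphase with nocodazole, treated with auxin to deplete CTCF or left without it, and released for 60, 120 or 240 min to reach early-G1, mid-G1 and late-G1. Of the 22 samples of the series, 18 are PolII libraries with a peak list each, and 4 are input chromatin, 1 per stage, which entered the lists only as the control of the peak calling. The groups were taken from the sample titles: 2 libraries without and 2 with auxin in prometaphase, early-G1 and late-G1, and 3 and 3 in mid-G1. The late-G1 libraries without auxin are numbered 2 and 3, and those with auxin 1 and 2.

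The authors aligned the reads to mm9 with Bowtie2 in local mode, removed reads of low mapping quality, duplicates, mitochondrial and unplaced sequence and blacklisted intervals, and called narrow peaks with MACS2 in each library separately against the input of the same stage. Peaks were therefore called per library and not on pooled replicates. Each deposited list gives the position of a peak, the position of its summit, and per peak the fold enrichment over the local background (a linear ratio), the −log10 of the p-value and of the q-value, and an integer score, all computed by the authors. The fold enrichment and the −log10 p-value are the authors' values for a peak and were used here only to describe, rank or filter peaks within the list they come from; the score was not used for any result. The lowest −log10 q-value of a list lay between 2.01 and 2.15. Reads per gene or per region were not used here, so no read-count model was applied. Because the caller reports a peak only where it passes a threshold, the number and width of peaks depend on the depth of the library and of its input. A region without a peak may still hold signal.

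The depth of each library was recovered from its own list. MACS2 computes the fold enrichment from the pileup and the local background, and the p-value from the Poisson tail of the same numbers. Solving both for each peak gave a whole-number pileup for 99.7% to 100% of the peaks of a library. The commonest background of a list was also its lowest in each of the 18 libraries and was taken as the genome-wide level. Divided by the narrowest peak of the list, which stands in for the fragment length, it gives a relative depth in reads per kb of genome. This depth ranged from 4.54 to 13.3 reads per kb. It orders the libraries and does not replace read totals, which were not used here.

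Peaks of all 18 libraries were merged where they overlapped by at least 1 bp, which gave 169903 regions covering 136 Mb with a median width of 337 bp. A region was detected in a library when a peak of that library overlapped it. Within each library, regions were ranked by the highest fold enrichment of their peaks, with rank 1 for the strongest. The measure compared between conditions was −log2 of that rank, over the 15784 regions detected in all 14 post-mitotic libraries. A difference of −1.00 corresponds to a doubled rank number, a weaker place in the list. Ranks remove differences of scale between libraries, and they cannot show a change shared by all regions. Regions were required in all 14 libraries, so a region lost altogether in 1 condition could not enter this test and was counted under detection.

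Peak number, covered length and median width were compared on the log2 scale by exact two-sided permutation tests, with auxin labels exchanged within a stage, within each of the 3 post-mitotic stages for the pooled contrast (720 arrangements), or with prometaphase and post-mitotic labels exchanged within each auxin condition (1296 arrangements). With 2 libraries against 2 the smallest possible p-value is 0.333, and with 3 against 3 it is 0.1. Lists were compared by the Jaccard index (shared bases over bases in either list), with exact one-sided permutation tests of whether libraries with the same label are more alike. Detection in 1 condition only was compared with all 360 distinct splits of the 14 libraries within stages. Rank changes were tested with limma 3.58.1 in R 4.3.3, using 6 group means, the average auxin contrast over the 3 stages, the contrast within each stage alone, and an F test of whether the contrast differs between stages. Regions were called at a Benjamini-Hochberg adjusted p-value under 0.05. Intervals and permutations were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and sequences were indexed with samtools 1.23.1.

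These tests, the processing alternatives and the rule for naming regions were fixed before the data were examined. By that rule the text names the 5 regions per direction with the largest average rank change among those called and moved the same way in each of the 3 stages, the 3 regions per direction with the best mean rank among those detected in 1 condition only, and the 3 regions per direction with the largest change from early-G1 to late-G1 without auxin. A region that this rule selects among those detected in control libraries only is not reported here. The alternatives were a −log10 q-value of at least 5, peaks within 1 kb joined, a linear scale, the 20000 peaks of highest fold enrichment, 1 kb bins, other overlaps, ranking by −log10 p-value, regions detected in at least 7 of the 14 libraries, regions with a median rank among the first 10000, a normal score of the rank, a replicate block, and leaving out each library in turn. A log2 summit pileup, a mean-variance trend in limma and a regression on depth were added after seeing the data.

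Same-numbered libraries of the 2 conditions were checked for shared deviations from their group means. In mid-G1 the correlations across regions were 0.102, 0.112 and 0.293 for the 3 same-numbered pairs and −0.197 to 0.108 for the other pairs, the highest of them between control replicate 2 and treated replicate 1. The evidence is thus clear for replicate 3 and weak for replicates 1 and 2; the numbers were treated as pairing these libraries, on the evidence of the data alone, and the result with the block is given beside the mid-G1 result. In early-G1 (0.0144) and late-G1 (0.0110) they were not.

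The interval, detection and permutation functions were tested on simulated intervals, and the rank test on simulated ranks of the 15784 regions with the spread of the real ones, in which 200 regions were shifted by 1.5 on the −log2 rank scale. The average contrast recovered 75.5% of them, with 0.658% of its calls false, and made 0 calls when no region was shifted. The mid-G1 libraries alone recovered 17.0% with 8.11% of the calls false, and the early-G1 and late-G1 libraries alone recovered 0%.

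Chromosome lengths of the NCBIM37 assembly, which is mm9, were compared with the lists: 2 of 1309572 peaks ended past the end of a chromosome, by at most 49 bp. Genes, transcription start sites (TSS) and exons were taken from GENCODE vM1 on the same build. Positions are 1-based.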

Results

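To ask how PolII returns to the genome after mitosis with or without CTCF, peak lists were compared across 4 stages, prometaphase (0 h), early-G1 (1 h), mid-G1 (2 h) and late-G1 (4 h after nocodazole release), each in untreated control cells and in cells treated with auxin. Auxin triggers degradation of the CTCF protein through its degron. The 18 PolII libraries comprised 2 per condition in prometaphase, early-G1 and late-G1, and 3 per condition in mid-G1. The recovered depth in prometaphase was 4.93 and 5.95 reads per kb in the control libraries and 5.21 and 5.75 in the treated libraries. In early-G1 it was 8.15 and 11.8 in control and 7.53 and 7.92 in treated libraries. In mid-G1 it was 4.54, 10.2 and 9.42 in control replicates 1, 2 and 3, and 8.39, 8.57 and 9.27 in treated libraries. In late-G1 it was 9.71 and 13.3 in control and 9.23 and 8.01 in treated libraries.

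Degradation acts on the protein, so the PolII peak at the Ctcf gene does not check the labels, but it is given first as the targeted gene. The region on chromosome 8 from 108158782 to 108163411 (mm9) holds the Ctcf TSS. It was detected in all 14 post-mitotic libraries, and its mean rank was 6581 ± 2089 (SD, n = 7) in control and 7450 ± 2178 (SD, n = 7) in auxin-treated libraries. The change in −log2 rank was −0.13 ± 0.22 (SE, limma adjusted p = 0.888), within the spread between replicates.

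PolII peaks were scarce in prometaphase and abundant 1 h after release. The lists held 3570 ± 493 peaks (SD, n = 2) in control and 2977 ± 795 (SD, n = 2) in auxin-treated prometaphase cells. In early-G1 they held 105376 ± 2599 peaks (SD, n = 2) in control and 101113 ± 1530 (SD, n = 2) in treated cells. Averaged over both conditions, post-mitotic lists held 28.2 times as many peaks as prometaphase lists (log2 difference 4.82, exact two-sided permutation p = 0.000772, the smallest that 1296 arrangements allow). The covered length rose 41.6-fold (log2 difference 5.38, exact two-sided permutation p = 0.000772). The alternative that moved the log2 difference in peak number most was joining peaks within 1 kb, which gave 4.03. Mid-G1 control replicate 1 held 50594 peaks at 4.54 reads per kb, a lower depth than that of any prometaphase library.

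**Figure D1:**
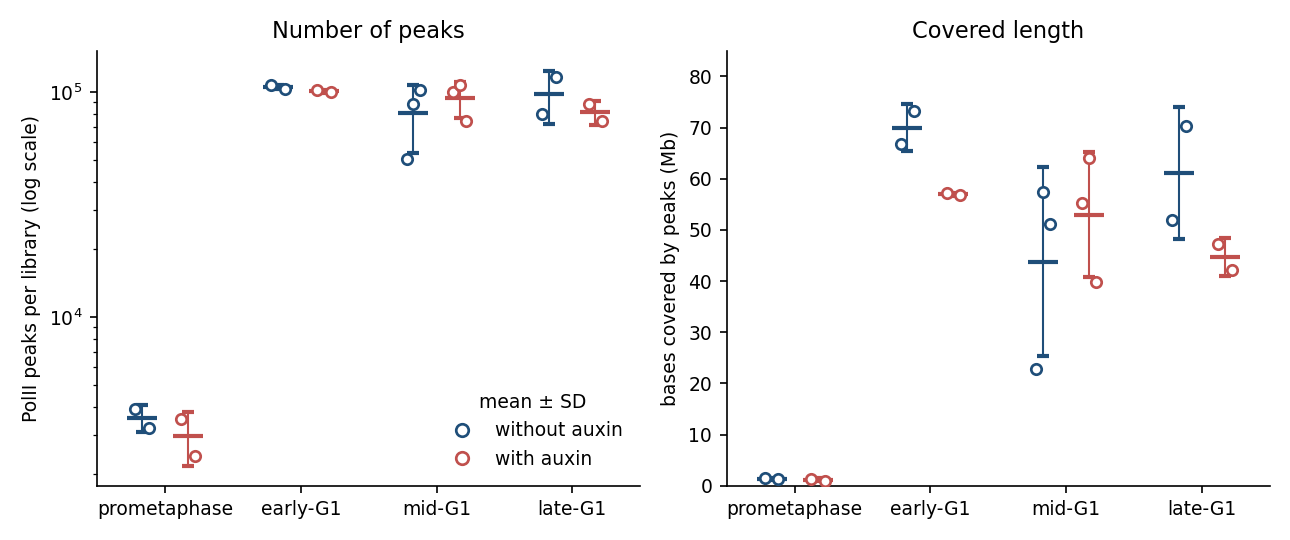
Peaks per library (left, log scale) and bases covered by peaks in Mb (right, linear scale) at each stage; circles are single libraries, and bars are the mean ± SD of the control (blue) and auxin-treated (red) groups of 2 or 3 libraries. Prometaphase libraries held 2414 to 3918 peaks and post-mitotic libraries 50594 to 117125, and the peak numbers of the control and treated groups overlap in mid-G1 and late-G1.

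No difference in peak number between auxin conditions passed a test at any single stage, and only mid-G1 has more than 2 libraries per condition. In prometaphase the log2 difference of treated against control was −0.28 (exact two-sided permutation p = 0.667) and in early-G1 it was −0.059 (exact two-sided permutation p = 0.333), where 2 against 2 libraries cannot go below 0.333 and both control libraries held more peaks than both treated libraries. In late-G1 it was −0.26 (exact two-sided permutation p = 0.667), from 98616 ± 26176 control to 81333 ± 10152 treated peaks (SD, n = 2 each). In mid-G1 it was 0.27 (exact two-sided permutation p = 0.6, smallest possible 0.1), from 80444 ± 26749 to 94091 ± 17256 peaks (SD, n = 3 each), and it was −0.033 without control replicate 1. Pooled over the 3 post-mitotic stages, the difference was −0.016 for peak number (exact two-sided permutation p = 0.908), −0.13 for covered length (p = 0.544 in the same exact test; −0.26 and p = 0.0556 without mid-G1 control replicate 1) and −0.079 for median peak width (p = 0.203 in the same exact test).

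Similarity between lists was then measured over bases. The Jaccard index was 0.578 on average for early-G1 pairs with the same auxin label and 0.546 for pairs with different labels. In mid-G1 the values were 0.458 and 0.464, and in late-G1 0.522 and 0.497. Within stages, libraries with the same auxin label exceeded those with different labels by 0.0169 (exact one-sided permutation p = 0.1), so the lists did not separate by auxin beyond the spread between replicates. This value was 0.0314 (exact one-sided permutation p = 0.0444) without mid-G1 control replicate 2. Within auxin conditions, libraries of the same stage exceeded those of different stages by 0.0345 (exact one-sided permutation p = 0.0271). Without early-G1 control replicate 1 this difference was 0.0177 (exact one-sided permutation p = 0.245), and it no longer passed 0.05 in 6 of the 14 tests that each left out a library. Prometaphase lists shared 0.0248 of bases on average with post-mitotic lists, where lists of the same prometaphase condition shared 0.407; the index is bounded by the smaller covered length of the prometaphase lists.

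**Figure D2:**
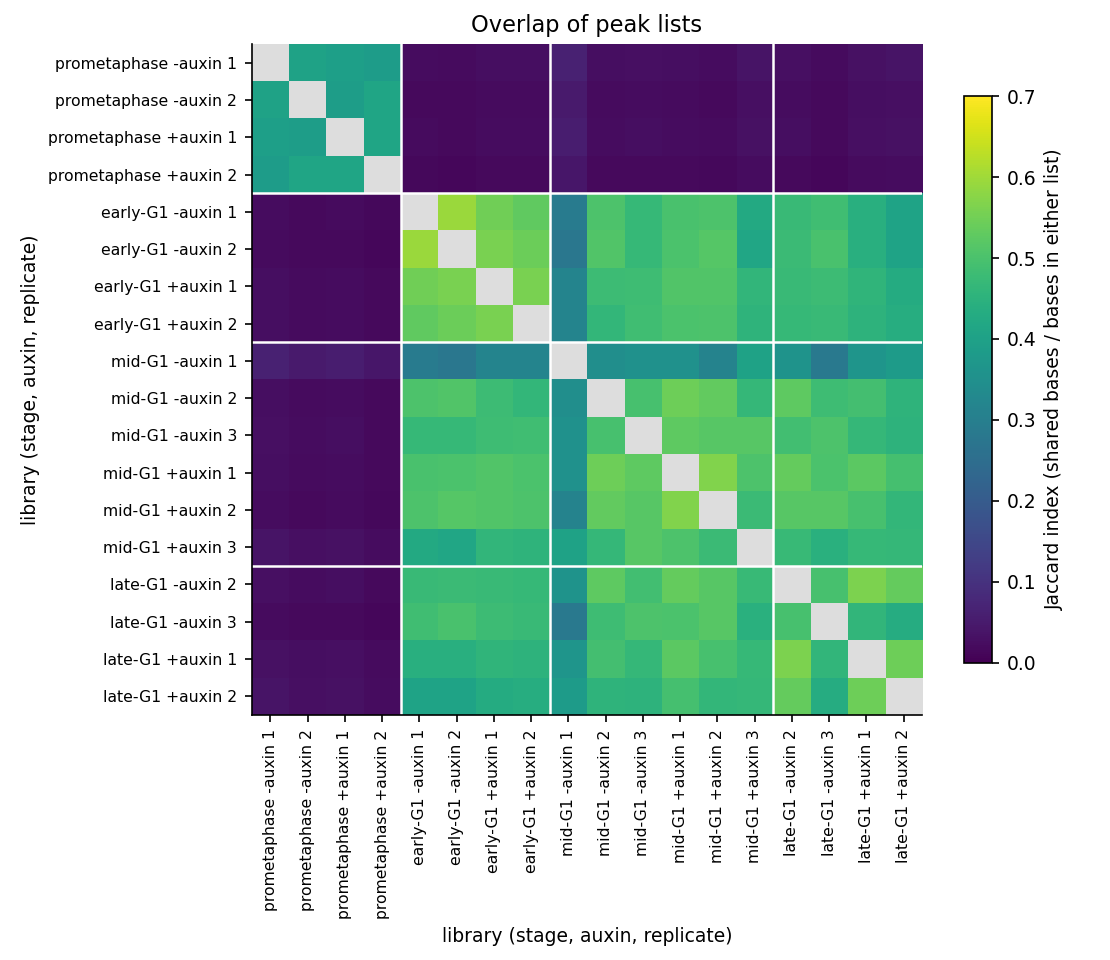
Jaccard index of each pair of the 18 peak lists (colour scale from 0 to 0.7; the diagonal is left grey), with libraries ordered by stage, auxin label and replicate on both axes. Prometaphase lists form a separate block, and the row of mid-G1 control replicate 1 is darker than those of the other post-mitotic libraries.

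Whether the few prometaphase peaks sit where PolII binds in G1 was asked next. In control cells 96.8% ± 1.41 (SD, n = 2) of prometaphase peaks overlapped a region detected in all 7 control post-mitotic libraries. In treated cells the share was 98.4% ± 0.708 (SD, n = 2), with regions detected in all 7 treated libraries. These regions cover 2.37% and 2.56% of the 20 chromosomes, which is the share that peaks of negligible width placed at random would reach. Of prometaphase peaks, 33.3% ± 1.83 in control and 31.0% ± 2.73 in treated cells overlapped an annotated TSS (SD, n = 2 each). In early-G1 this share was 10.5% ± 0.278 and 10.8% ± 0.230 (SD, n = 2 each), while 73.6% ± 0.0508 of control peaks lay in a gene without touching a TSS. The intergenic share was also higher in prometaphase, 29.6% in control and 32.4% in treated cells, against 15.9% and 17.2% in early-G1. Lists of matched length were not compared. Mid-G1 control replicate 1, with 50594 peaks, had 16.7% at a TSS and 26.8% intergenic. A TSS peak was found in all 14 post-mitotic libraries for 7331 of 20455 protein-coding genes longer than 1 kb, and in all 4 prometaphase libraries for 434.

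Of the 169770 regions detected in 1 or more post-mitotic libraries, 15784 (9.30%) were detected in all 14 and 70753 (41.7%) in exactly 1. Regions that followed the auxin label without exception were rare: 9 were detected in all 7 control and no treated library, and 12 in all 7 treated and no control library. The sum of 21 was the highest among the 360 splits of the libraries, which averaged 1.01. Taking 1 direction at a time, 3 of 720 arrangements reached 9 regions and 2 reached 12, the real labels included. Another grouping of the libraries thus also gave 12. The control-only count was 27 without mid-G1 control replicate 1, the shallowest library. The treated-only count was 19 without mid-G1 treated replicate 3 and 19 without late-G1 control replicate 3.

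The control-only regions with the best ranks lay 22044 bp from the Pmvk TSS (chromosome 3, 89285334 to 89285706, intergenic; mean rank 10550 ± 6750) and in an intron of Igsf8 (chromosome 1, 174239774 to 174240824; mean rank 12685 ± 5119; SD, n = 7 each). The treated-only regions with the best ranks were narrow and intergenic. They lay 327 bp from the Uchl3 TSS (chromosome 14, 102052642 to 102053043; mean rank 9655 ± 3034), 212 bp from the Mterf TSS (chromosome 5, 3894002 to 3894280; mean rank 12706 ± 3862) and 212 bp from the Gm9897 TSS (chromosome 5, 4192000 to 4192283; mean rank 13299 ± 3249; SD, n = 7 each). The Mterf and Gm9897 regions share sequence: 44.3% of the 36-base words of the former occur in the latter.

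To find regions whose PolII signal moved relative to others in the same library, ranks were compared over the 15784 regions detected throughout. Averaged over the 3 post-mitotic stages, 53 regions were ranked lower and 62 higher with auxin (limma, Benjamini-Hochberg adjusted p under 0.05), against 921 and 804 at an unadjusted p under 0.05. Of these 115 regions, 111 (96.5%) moved the same way in each stage. The regions were called on the average over these same stages, which favours agreement, so the share is no independent support. A protein-coding TSS lay in 25 of the 53 lower regions (47.2%), in 46 of the 62 higher regions (74.2%) and in 53.1% of all regions tested. The counts depended on the rank scale, and a normal score in place of −log2 rank, which weighs the top of the list less, left 2 lower and 1 higher. Without late-G1 control replicate 2 they were 91 and 125, and without early-G1 control replicate 1 they were 24 and 31. All 115 regions kept their direction in each of the 14 fits that left out a library. These fits reuse the libraries that selected the regions, so the kept directions are no independent check.

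The largest fall was at the TSS of Pabpc4 on chromosome 4 (122959665 to 122960758), with its summit 21 bp from the TSS. Its mean rank was 393 ± 107 (SD, n = 7) in control and 5047 ± 1325 (SD, n = 7) in treated libraries, a change in −log2 rank of −3.71 ± 0.21 (SE, limma adjusted p = 2.62e-07). The worst control rank, 511, was better than the best treated rank, 3336. At the Bola3 TSS (chromosome 6, 83297303 to 83303153, summit in a coding exon) the mean rank went from 1380 ± 774 to 6304 ± 1017 (SD, n = 7 each), a change of −2.45. At the Wdr85 TSS (chromosome 2, 24807311 to 24819536, summit in an untranslated exon) it went from 587 ± 242 to 2995 ± 1642 (SD, n = 7 each), a change of −2.21. At the Def8 TSS (chromosome 8, 125966713 to 125967463, summit in an intron) it went from 5024 ± 1232 to 25001 ± 9566 (SD, n = 7 each), a change of −2.28. The remaining region lay 4278 bp from the Pde4a TSS (chromosome 9, 20965173 to 20966234, intergenic) and went from 3373 ± 2192 to 14586 ± 5066 (SD, n = 7 each), a change of −2.31. Adjusted p-values (limma) of these 4 regions were between 0.000213 and 0.0153, the latter at Pde4a, where it ran from 3.87e-05 to 0.527 under the alternatives. With a normal score of the rank, Pabpc4 and Def8 were still called (limma adjusted p = 0.00975 each), and Bola3, Wdr85 and Pde4a kept their direction with adjusted p-values (limma) of 0.252, 0.146 and 0.527.

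The largest rise was at the Exd1 TSS (chromosome 2, 119372414 to 119374052, shared with 1500003O03Rik, summit in an untranslated exon of Exd1). The mean rank went from 6228 ± 1857 in control to 617 ± 176 in treated libraries (SD, n = 7 each), a change of 3.32 ± 0.19 (SE, limma adjusted p = 2.62e-07). At the region holding the TSSs of Gys1 and Ruvbl2 (chromosome 7, 52682993 to 52691601, summit in an untranslated exon of Ruvbl2) the mean rank went from 7378 ± 2903 to 1264 ± 790 (SD, n = 7 each), a change of 2.67. At the Hook2 TSS (chromosome 8, 87513132 to 87514914, summit 128 bp from the TSS and outside the gene) it went from 8323 ± 2089 to 1468 ± 563 (SD, n = 7 each), a change of 2.46. At the Dtx3l and Parp9 TSSs (chromosome 16, 35938372 to 35940428, summit in an intron of Parp9) it went from 3467 ± 2466 to 996 ± 1001 (SD, n = 7 each), a change of 2.03. The remaining region was intergenic, 22419 bp from the Ptma TSS (chromosome 1, 88399598 to 88402501), and went from 3451 ± 1200 to 966 ± 728 (SD, n = 7 each), a change of 2.09. Adjusted p-values (limma) of these 4 regions were between 1.35e-05 and 0.000640. With a normal score of the rank only the Exd1 region was still called (limma adjusted p = 0.00975), and the other 4 kept their direction with adjusted p-values (limma) of 0.172 at Gys1/Ruvbl2, 0.263 at Hook2, 0.209 at Dtx3l/Parp9 and 0.279 at Ptma.

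**Figure D3:**
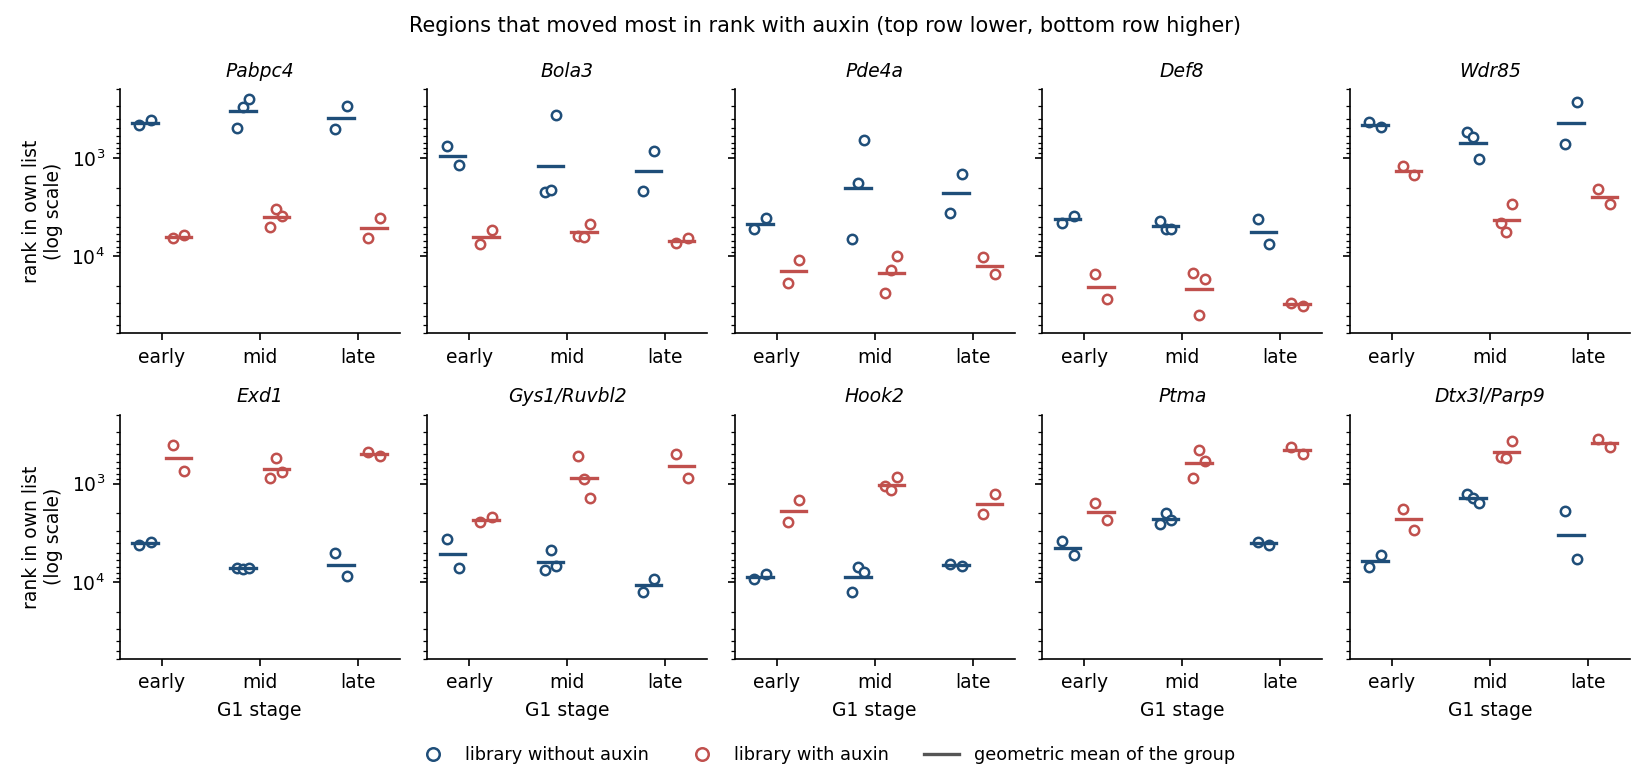
Rank of the 10 regions in each post-mitotic library (vertical axis, log scale, strongest at the top) by G1 stage; circles are libraries without (blue) and with auxin (red), and lines are geometric means of the group. At Pabpc4 the control ranks lie between 253 and 511 and the treated ranks between 3336 and 6561, and at Exd1 the control ranks lie between 3910 and 8749 and the treated ranks between 405 and 885.

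Tested within stages alone, 2 regions were called in early-G1, 19 in mid-G1 (10 lower, 9 higher) and 0 in late-G1 (limma, adjusted p under 0.05), where 1509, 1257 and 851 passed an unadjusted p under 0.05. With the replicate number as a block, the mid-G1 count was 55. Of the 19 mid-G1 regions, 17 were also called over the 3 stages, a test that includes the same mid-G1 libraries. The early-G1 regions, named after their values were seen, were Pabpc4 and an intergenic region 1330 bp from a U1 TSS (chromosome 3, 96287431 to 96289625). No region passed the test of whether the auxin effect differs between stages (0 of 15784, limma F test, adjusted p under 0.05, with 783 at an unadjusted p under 0.05). The power of this F test was not simulated, so the count does not show that the effect was equal across stages. The outcome changed without late-G1 control replicate 2, which leaves a single library in that group. The averages of the named regions need not hold at each stage. At Gys1/Ruvbl2 the change was 1.15 in early-G1, 2.84 in mid-G1 and 4.02 in late-G1. At Pabpc4 it was −3.84, −3.57 and −3.72 in the same order.

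The course from early-G1 to late-G1 was compared between conditions. Across the 15784 regions, which are not independent replicates, the change in −log2 rank correlated between control and treated cells with Spearman's rho of 0.568. Taking single libraries, rho ranged from 0.320 to 0.525, and between replicates of the same condition it was 0.336 and 0.395 in control and 0.519 and 0.534 in treated cells. The values between conditions thus lay close to the range of those between replicates, and no test of the difference was run. Without late-G1 control replicate 2, rho was 0.390. In control cells the largest rises were at E4f1 (chromosome 17, 24591147 to 24593532), Taf13 (chromosome 3, 108374186 to 108375896) and a U5 small nuclear RNA gene (chromosome 4, 116873958 to 116876387), with changes of 4.30, 4.20 and 4.25, against 3.61, 3.23 and 3.69 in treated cells. The largest falls were at a U1 gene inside Tex14 (chromosome 11, 87235354 to 87239218), between Bag6 and Prrc2a (chromosome 17, 35281139 to 35287925) and at a U2 gene (chromosome 11, 101518909 to 101522891). Their changes were −4.74, −4.51 and −3.97 in control and −4.39, −3.52 and −3.42 in treated cells. How uniquely reads align to these U1, U2 and U5 regions was not analysed here.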

Values the study reported

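The study reported 7238 active genes across the time points, of which ~52.0% showed a transient spike of transcription after mitosis in control cells. It reported 426 genes (~5.7%) as differentially expressed after CTCF depletion at one or more post-mitotic time points, with 203 up-regulated and 223 down-regulated.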

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

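The log2 summit pileup, the mean-variance trend and the regression on depth were chosen only after the result was seen.

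The rise in peak number and covered length after mitosis kept its direction and its side of the threshold under every alternative run, with log2 differences of 4.68 to 4.95 and 5.26 to 5.50 when single libraries were left out. No auxin difference in peak number, covered length or median width passed the threshold in any test run, and within the stages with 2 libraries per condition none could; the sign of some differences changed. For peak number in early-G1, joining peaks within 1 kb gave 0.048. In mid-G1 the value ran from −0.033, without control replicate 1, to 0.47 across the 6 tests that each left out 1 library. Over the post-mitotic stages, joining peaks gave 0.037, the replicate block 0.033 and regression on depth 0.094, and leaving out single libraries gave −0.12 to 0.076, the highest without late-G1 control replicate 3. Covered length was 0.043 after regression on depth and ran from −0.26 (exact permutation p = 0.0556), without mid-G1 control replicate 1, to −0.042 when single libraries were left out. Peak number ran from −0.56 to −0.0055 in prometaphase and from −0.53 to 0.016 in late-G1, where a library left out leaves 1 in a condition and no test. None of the tested values passed a p-value of 0.05, and the cause of the sign changes was not tested. Libraries that share a replicate number were paired in the block in prometaphase, early-G1 and mid-G1 and for replicate 2 in late-G1.

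The Jaccard difference between auxin conditions ran from 0.00426 to 0.0418 when single libraries were left out, and that between stages from 0.0177 to 0.0571; the former passed the threshold in 1 of 14 tests (p = 0.0444, exact permutation, without mid-G1 control replicate 2) and the latter failed it in 6 of 14.

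The share of prometaphase peaks in a merged region seen after mitosis was 98.8% when a region in any post-mitotic library sufficed, which follows from the looser rule. Control-only regions numbered 5 at a −log10 q-value of at least 5, 2 when peaks had to cover 50% of the region, 8 in 1 kb bins, 6 with the 20000 peaks of highest fold enrichment, and 9 to 27 when single libraries were left out. Treated-only regions numbered 12, 18, 23 and 8 under the same alternatives in that order, and 12 to 19 when single libraries were left out. The cause was not tested, except that leaving out a library removes a condition a region must meet.

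The number of regions with a changed rank was the most variable result. Lower and higher regions numbered 89 and 104 when ranked by −log10 p-value, 84 and 118 over regions detected in at least 7 of the 14 libraries, 25 and 32 in 1 kb bins, 2 and 1 with a normal score, and 104 and 106 with the log2 summit pileup. Across the 14 fits that each left out a library they ran from 24 to 91 and from 31 to 125. The bins hold 8761 units in place of 15784; the cause was not tested for any of these changes. Which regions were called overlapped: 109 of the 115 were called by −log10 p-value, 87 over regions in at least 7 libraries, 93 among the first 10000 ranks, 88 by the pileup, 101 with the trend, 60 with the replicate block, 3 with a normal score, and between 53 (without early-G1 control replicate 1) and 108 when single libraries were left out. The auxin effect differed between stages in 1 region with the pileup and in 0 to 44 when single libraries were left out, the 44 without late-G1 control replicate 2.

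Within early-G1 the count was 13 by −log10 p-value, 13 among the first 10000 ranks, 8 with the pileup, 1 in bins, and 0 over regions in at least 7 libraries (3696 at an unadjusted p under 0.05), with a normal score (1804) and with the replicate block (1463). Within mid-G1 it was 38 over regions in at least 7 libraries, 7 in bins, 0 with a normal score (270 at an unadjusted p under 0.05), 35 as a contrast from the fit of all 14 libraries, 55 with the replicate block, and 5 (without treated replicate 2) to 22 when single libraries were left out. Within late-G1 it was 6 over regions in at least 7 libraries and 11 as a contrast from the fit of all 14 libraries. Leaving out a library of early-G1 or late-G1 leaves 1 in a condition, so these stages gave no such counts, and no paired analysis of late-G1 alone was possible because its conditions share only replicate 2. The replicate block over the 3 stages used 12 libraries and gave 38 lower and 47 higher regions. Outside mid-G1 the pairs share only a number (correlations 0.0144 and 0.0110).

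The correlation of the course from early-G1 to late-G1 ran from 0.390 to 0.618 when single libraries were left out, the lowest without late-G1 control replicate 2, and from 0.537 to 0.577 under the other alternatives; for the course from early-G1 to mid-G1 in its place it was 0.619. Of the 209 values of the 10 named regions under alternatives, 198 kept their direction and stayed past the threshold, and 11 kept their direction and did not: 7 under the normal score, which kept only Pabpc4, Def8 and the Exd1 region, and the others at Pde4a. The 1 kb bins do not keep the regions and gave no values for them. Among the counts that left out a library, the highest control-only count, 27, was reached without mid-G1 control replicate 1, the shallowest library at 4.54 reads per kb; whether depth is the reason was not tested. The highest treated-only count among them, 19, was reached without mid-G1 treated replicate 3 and without late-G1 control replicate 3, the deepest library. With 2 libraries per condition, early-G1 and late-G1 alone recovered 0% of simulated shifts of 1.5, so their low counts do not show that few regions moved there.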

Other observations

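The tests of copied sequence, of long genes after regression on depth and without the shallowest library, and of CTCF consensus matches against regions matched on a coding TSS were chosen only after the result was seen.

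The rank changes were set against other splits of the libraries within stages. Of 100 splits, drawn from 360 and including the real one, 1 gave as many as 53 regions in either direction and 1 gave as many as 62, the real split in both cases. The sum over both directions was 115 for the real split and at most 3 in any other. For the difference of the auxin effect between stages the real count is 0. Any split gives at least as many (100 of 100), so this comparison cannot decide. Of the 100 splits, 1 gave 56 regions. In mid-G1 alone 1 of the 10 splits of the 6 libraries gave as many as 19 regions, and the next gave 3; with 10 splits the share cannot fall under 0.1. Among the 4 splits that part all 3 same-numbered pairs, the real one gave 19 and the others 0.

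Loss of CTCF bound at the region is a candidate explanation for the moved ranks. The CTCF consensus CCASYAGRKGGC (S is C or G, Y is C or T, R is A or G, K is G or T) was sought with at most 1 mismatch within 250 bp of the summit, on both strands. A match lay near 10 of the 53 lower regions (18.9%), against 6.45% on average in 10000 draws of rank-matched regions (permutation p = 0.0018, one-sided). It lay near 17 of the 62 higher regions (27.4%), against 6.54% (permutation p = 0.0001, one-sided, the smallest these draws can give). Matching also on GC content gave 5.92% and 6.71% for the draws, and matching also on a coding TSS gave 6.06% and 6.43%, so neither base composition nor promoter content accounts for the excess with at most 1 mismatch. With 0 mismatches the shares were 9.43% of lower and 4.84% of higher regions, against 0.554% and 0.561%. With 2 mismatches the lower regions no longer stood out (50.9% against 46.2%, permutation p = 0.29, one-sided; p = 0.041 matched also on GC content and 0.23 matched also on a coding TSS), while the higher regions did (75.8% against 47.4%). Among the 10 named regions, a match with at most 1 mismatch lay near Def8 (CCAGCAGGCGGC, chromosome 8, 125967126 to 125967137, minus strand, 39 bp from the summit), Ptma (CCGCTAGGGGGC, chromosome 1, 88400906 to 88400917, plus strand, 20 bp), Ruvbl2 (183 bp) and Parp9 (70 bp), and none lay near Pabpc4, the region that moved most. The excess in both directions could come from CTCF acting at some of these sites before its removal. It does not account for the direction of a change. Most of the moved regions had no such match within 250 bp of the summit. Sequence farther away was not searched, so CTCF at those regions is not excluded. The study reported that CTCF occupancy at the TSS was highest for the genes that fell most after depletion. A consensus match is not occupancy, and CTCF binding was not analysed here.

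A wrong auxin label was weighed for late-G1 treated replicate 1. The listing of processed data in the study's reporting summary places late-G1 replicate 1 among the libraries without auxin. Its listing of sequencing depth also holds a single late-G1 library with auxin. The summary states as well that a late-G1 PolII replicate was dropped for a technical error, and it does not say which. The sample titles, and the listing of raw reads and the numbers of replicates in the same summary, match the grouping used here. The 50 regions per direction with the smallest p-values in early-G1 and mid-G1 were used to score the late-G1 libraries, as mean −log2 rank of the higher minus the lower set, centred within the stage. The score was 0.94 for treated replicate 1 and 0.86 for treated replicate 2, against −1.05 and −0.75 for the controls. This argues against cells without auxin in that library. In early-G1 and mid-G1, scored on regions from the other stages, each treated library also scored above each control library.

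Library depth may contribute to the number of peaks after mitosis. Over the 14 post-mitotic libraries, Pearson's r between log2 peak number and log2 recovered depth was 0.685 (permutation p = 0.0332, adjusted p = 0.0663 over 4 tests), and Spearman's rho was 0.327 (permutation p = 0.256). Without the 2 libraries farthest from the median depth r was −0.0915, so the relation rests on those libraries. For covered length r was 0.772 (permutation p = 0.0121, adjusted p = 0.0482) and rho was 0.424 (permutation p = 0.134), with r of 0.219 without the same libraries. Depth and other properties of these few libraries cannot be told apart.

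The next pattern was looked for because release from mitosis could leave the far end of long genes less covered at first, because PolII needs time to travel. In 176 protein-coding genes over 150000 bp with a TSS peak in all 14 post-mitotic libraries and no other coding TSS in the far window, the share of bases under peaks from 100000 to 150000 bp was divided by that from 2000 to 30000 bp. The prediction asked for a lower ratio in early-G1 in both conditions and set neither these windows nor the choice of genes. The ratio was lower in early-G1 than later by −0.184 (exact two-sided permutation p = 0.00680, stage labels exchanged within conditions). In treated libraries it was 0.255 to 0.305 in early-G1 and 0.485 to 0.555 later (exact two-sided permutation p = 0.0476). In control libraries the ranges overlapped, 0.372 to 0.475 against 0.417 to 0.765 (exact two-sided permutation p = 0.286). The mean difference was −0.127 in control and −0.240 in treated libraries. The predicted direction was thus seen in both conditions, and it passed the test only in treated libraries. Whether the conditions differ was not tested. The early-G1 ratio came with more coverage near the start and not with less at the far end in control cells: 3.48% ± 0.253 near and 1.46% ± 0.146 far in early-G1 against 1.67% ± 0.945 and 0.901% ± 0.454 in mid-G1 (SD, n = 3) and 2.80% ± 0.704 and 1.35% ± 0.0348 in late-G1 (SD, n = 2 for early-G1 and late-G1). In treated cells the values were 2.72% ± 0.150 and 0.765% ± 0.138 in early-G1 against 2.15% ± 0.861 and 1.08% ± 0.415 in mid-G1 (SD, n = 3) and 1.76% ± 0.174 and 0.958% ± 0.120 in late-G1 (SD, n = 2 for early-G1 and late-G1). The geometric mean depth was 8.70 reads per kb in early-G1 and 8.79 later (exact two-sided permutation p = 0.952 for the log2 difference). After regression of the ratio on depth the difference in ratio was −0.186 (exact two-sided permutation p = 0.00454). Without the shallowest library this difference was −0.157 (exact two-sided permutation p = 0.00952). Pooled depth hardly differed, so the regression had little to remove and leaves depth open within a condition, where it was not tested. Both treated early-G1 libraries (7.53 and 7.92 reads per kb) were shallower than the later treated libraries (8.01 to 9.27). In control libraries the depths overlapped (8.15 and 11.8 against 4.54 to 13.3). PolII still on its way 1 h after release and a stronger signal near the start cannot be told apart with these ratios and 2 early-G1 libraries per condition. The study itself reported, from PolII signal over gene bodies, that recovery after mitosis was slower in longer genes.

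The treated-only regions near Mterf and Gm9897 are 279 and 284 bp wide and each sits 212 bp from its TSS. Of the 36-base words of the Mterf region, 44.3% occur in the Gm9897 region, and 43.4% the other way round. Reads shared between copies of one sequence could make 1 binding event appear in both places. This holds only for reads that passed the authors' removal of low mapping quality, which was not examined here. The rest of the words differ, so the regions cannot be told apart from a pair bound independently.

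The number of regions moved by auxin was 115. That is lower than the number of genes quoted from the study above, which was obtained from reads over gene bodies at single time points and not from ranks of peaks over all of them.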
